A study of Homo sapiens with 2 samples. Its data were reported in "rDNA Clusters Make Contact with Genes that Are Involved in Differentiation and Cancer and Change Contacts after Heat Shock Treatment" (2019).

How the data were processed

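Poly(A)+ RNA from 2 replicates of HEK293T cells was sequenced by the authors on a HiSeq instrument with 50 bp reads, after 20 min at 43 °C and 6 h of recovery at 37 °C. Groups were taken from the labels, which give both libraries as replicates of 1 heat-shock group. The labels record the molecule as genomic DNA, whereas the protocol in the same labels describes poly(A)+ RNA. The methods name Trimmomatic for trimming, STAR for alignment to GRCh37/hg19, and featureCounts with the Ensembl gene list of that build. The deposited tables instead carry the column names that RSEM writes, with posterior SDs and credibility bounds. The program and version that made them are not given in the sources used here.

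Each deposited table lists, per gene, an expected count, in which the authors' quantifier shared multi-mapped reads among genes. The TPM values deposited by the authors are scaled to effective length and to the same total in each library. The FPKM values deposited by the authors are scaled to effective length and to the reads of the library. The length, posterior SD and bounds of each gene were also deposited. A table of the whole series, read as the authors' pooled values, was compared with the sum and mean of the libraries. Such sharing can move reads between near-identical genes, and genes with a large posterior SD were read as uncertain. Strand use in counting is not given in the sources used here, so antisense and overlapping genes are uncertain as well.

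Gene names, biotypes, positions and GC content came from a GENCODE annotation of GRCh37, the build that the methods name, although of another release. Of 57736 identifiers, 96.1% were matched to it and 97.1% had a GC value. GC content was taken over reference transcripts. Names in the lists were matched by symbol, or through RefSeq synonyms for older symbols. No nuclear gene was accepted for a gene of the mitochondrial genome. Nuclear copies of mitochondrial genes were taken by symbol, as genes outside the mitochondrial chromosome whose names begin as those of its protein-coding or rRNA genes do.

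Detection was a TPM of at least 1 in both libraries. Correlations were taken on log2(TPM + 1). Expected counts were rounded to whole numbers for the test between the libraries, an exact two-sided binomial test per gene, conditional on the summed count. The share of each library came from edgeR TMM factors, and Benjamini-Hochberg adjustment covered genes with a summed count of at least 10. With 1 group of 2 libraries, no test between conditions was possible, and edgeR gave the common dispersion on an intercept-only design. Log2 ratios were TMM-scaled with a pseudocount of 0.5 count. GC and length trends were medians in 50 classes of genes, interpolated linearly, and taken relative to library totals. Gene lists were set against 10000 random lists of the same size, matched in 20 classes of transcript length or expression, or in 5 classes of each measure where several were used. Values are the mean and SD of 2 libraries. Intervals of shares are exact Clopper-Pearson at 95%. Shared sequences between genes were counted as identical 50-base sequences of their reference transcripts.

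Panels of chaperone, inducible chaperone, heat shock factor, stress response, mitochondrial, mitochondrial rRNA, nucleolar, neuronal and kidney epithelial genes, and lists named by the study, were fixed before the data were examined, as were the tests and most alternatives. The mitochondrial panels, of 15 and 2 genes, had 0 genes in the tables. The study's list of contacting genes was read from its supplementary text, where some names were lost, and 4503 genes were matched. Its higher list of 142 names gave 137 genes, of which RRM2, matched from the older symbol C2orf48, may not be the gene meant, and its lower list of 117 names gave 107 by symbol and 5 by older symbols. Genes were named by a rule: panel members, with the 10 of highest mean TPM in full and the rest summarised; the 10 highest genes of the table; the 5 largest ratios in each direction with a summed count of at least 100; and the 5 highest genes of each of the higher and lower lists. FOS, HSPA6, CHORDC1, HSPA4L, PIWIL3, PIWIL4, SCRT2, DMRTB1 and HES3 are panel members singled out after their values were seen, as are nuclear copies of mitochondrial genes other than those in the top 10.

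Alternatives covered detection thresholds, units, pseudocounts, count minimums, scaling by library totals or DESeq2 size factors, an edgeR exact test with an assumed biological coefficient of variation of 0.1, matching of random lists, and leaving out each replicate. Removal of GC and length trends, thinning, a limit on the posterior SD, GC-matched lists, the span-matched protein-coding comparison, the biotype, protein-coding and single-replicate comparisons of the jointly regulated genes, and the share of nuclear copies of mitochondrial genes were added after seeing the data. The centring of the GC and length trends on library totals, and the difference from the random median as the measure for gene lists, were also settled after values had been seen. With the first centring, more genes stayed past the threshold. The methods were tested on simulated data, with counts made from the real means. Except for the dispersion, the simulated counts held counting noise only. For replicate 1 against replicate 2 with no trend, over 19301 genes of which 196 were changed by 2-fold or 4-fold, 78.1% of the changed genes were recovered, and 97.8% of those with a summed count of at least 100. With a simulated GC trend, 7029 of 18847 genes passed before its removal, and 6 unchanged genes passed after it. A simulated coefficient of variation of 0.2 was estimated as 0.201 over 19256 genes. Of 100 simulated lists with no shift 1% lay outside the central 95%, and of those with a log2 shift of 0.2, 99% did. Log2 ratios of these lists were drawn independently with no GC trend, and the lists were larger than the chaperone panels. How the tests perform for smaller lists, or with the spread between the real replicates, was not tested. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. Untreated libraries of the study and its contact data are not analysed here.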

Results

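Gene expression was measured by RNA-Seq of poly(A)+ RNA in HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen. The cells were heated for 20 min at 43 °C and then kept for 6 h at 37 °C before lysis. The labels gave 1 group of 2 libraries, replicate 1 and replicate 2, each from separately lysed cells. Replicate 1 held 22529828 expected counts and replicate 2 held 26890199, over 57736 listed genes in each. A count of 0 allowed up to 3 counts, or a CPM (counts scaled to the library total) of 0.133 in replicate 1 and 0.1116 in replicate 2. Such limits cover counting error only. The study set these libraries against untreated cells, which are not analysed here, so no change with heat shock was measured. The values below describe the state of the cells after recovery and the spread between the replicates.

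The first question was which genes were expressed after recovery. A TPM of at least 1 in both libraries was found for 15188 genes, of which 12367 were protein-coding and 1329 were lncRNA genes in the annotation used. Replicate 1 alone had 15735 such genes and replicate 2 alone had 16414. A further 1773 genes passed the threshold in only 1 of the 2 libraries. The alternative that moved this number most was a TPM of at least 0.1, with 21912 genes. No expected count was assigned to 26076 genes in either library.

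The second question was how closely the replicates resembled each other. On the log2(TPM + 1) scale, Pearson's r was 0.985 and Spearman's rho was 0.903 across 31640 genes with a TPM above 0 in at least 1 library. These coefficients are across genes, and genes are not independent replicates. The SD of the log2 ratio over these genes was 0.40. Pearson's r fell to 0.874 with a pseudocount of 0.01. The libraries were not 1 library deposited in duplicate. Their counts gave a chi-square of 38.3 per gene over genes with a summed count of at least 10, where 1 is the value for sampling noise alone.

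**Figure D1:**
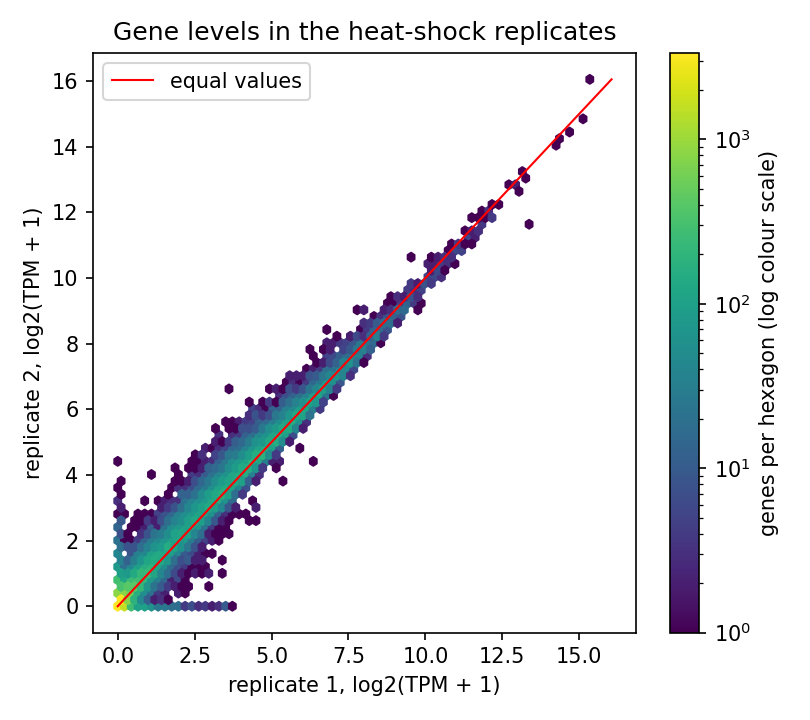
Each hexagon counts genes by their log2(TPM + 1) in replicate 1 (horizontal axis) and replicate 2 (vertical axis), with the line of equal values in red and colour on a log scale. The 31640 genes lie along that line, with a Pearson's r of 0.985.

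A test on the reads of each gene asked how far the replicates differed beyond counting noise. It compared these 2 libraries and not conditions. By the exact two-sided binomial test with Benjamini-Hochberg adjustment, 8373 of 19714 genes (42.5%) passed the threshold of 0.05. Of these, 4055 were higher in replicate 2 and 4318 were higher in replicate 1, an order that reversed to 4557 and 3511 when scaled by library totals. Most differences were small, and 96.3% of the 13840 genes with a summed count of at least 100 lay within 2-fold. When an absolute log2 ratio of at least 1 was also required, 1039 genes were left, 877 of them higher in replicate 2. The common dispersion from edgeR gave a biological coefficient of variation of 0.2005, which covers the spread between these replicates.

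The ratio between the replicates followed the GC content of the transcripts. Across 13619 genes with a summed count of at least 100 and a GC value, the log2 ratio of replicate 2 over replicate 1 had a Pearson's r of -0.617 and a Spearman's rho of -0.690 with GC content. Genes were divided by GC content into 10 classes of equal size. In the lowest class, up to 40.5%, the median log2 ratio was 0.62, and 95.6% of the genes were higher in replicate 2. In the highest class, from 61.8%, the median was -0.28, and 10.4% were higher in replicate 2. Transcript length had a smaller Pearson's r of 0.254 on the log2 scale. With the GC trend removed, an alternative chosen after seeing the data, 5460 of 19242 genes passed the threshold against 8251 of the same genes without it. The biological coefficient of variation was then 0.134.

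**Figure D2:**
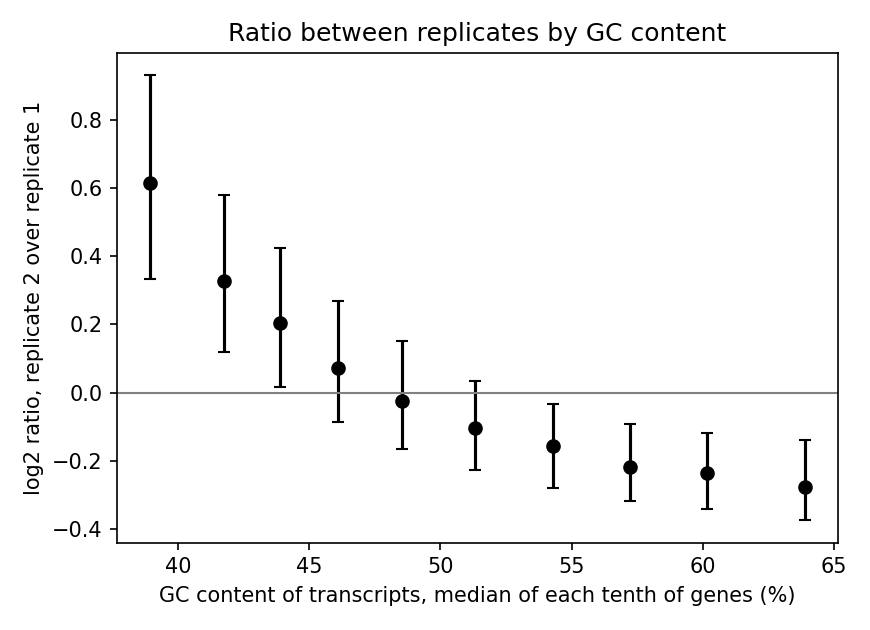
Points show the median log2 ratio of replicate 2 over replicate 1 (vertical axis) in each of 10 classes of genes by GC content (horizontal axis, percent), and bars run from the lower to the upper quartile. The median falls from 0.62 in the lowest class to -0.28 in the highest.

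The genes with the largest ratios between the replicates mostly had a posterior SD that was large beside their counts. ZNF322P1 (ENSG00000188801), a processed pseudogene on chromosome 9 at 99960585 to 99961793, had a log2 ratio of 4.16, and POLR2J2 (ENSG00000228049) one of 2.71. RNU6-33P, NPIPA2 and ANKHD1-EIF4EBP3 had log2 ratios of 3.02, 2.44 and 2.36. In the other direction, FAM27B (ENSG00000170215) on chromosome 9 had 117 expected counts in replicate 1 and 0 in replicate 2, with a posterior SD of 55.1 reads in the latter. ENSG00000265257 had 140 expected counts in replicate 1 and 0 in replicate 2, with a posterior SD of 35.4 reads. ENSG00000262621, ENSG00000235912 and ENSG00000230259 had log2 ratios of -2.60, -2.08 and -1.99. The posterior SD is the uncertainty that the quantifier gives for sharing reads among genes. For ANKHD1-EIF4EBP3 it was 334 reads on 386 in replicate 1 and 372 on 2446 in replicate 2. For RNU6-33P it was 7.43 reads on 11.2 in replicate 1 but 9.64 on 117 in replicate 2. The levels of these genes, and so their ratios, are therefore uncertain. By this measure RNU6-33P in replicate 2 was less so, but its level of 95.6 TPM lay outside its deposited credibility bounds. These bounds were 0.0019 and 26.9 TPM, so its level is uncertain as well.

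Chaperone genes were examined because the treatment was a heat shock. The panel of 36 genes held 0.790% ± 0.016 of TPM (SD, n = 2), and 31 of the genes passed a TPM of at least 1 in both libraries. As a share of expected counts the panel held 0.984%. HSPA8 (ENSG00000109971), on chromosome 11 at 122928197 to 122933938 of GRCh37, had the highest level, 1178 ± 58.4 TPM (SD, n = 2). HSP90AB1 (ENSG00000096384; chromosome 6, 44213903 to 44221625) was at 626 ± 4.0 TPM. TRAP1 was at 595 ± 93.4 TPM, HSPA9 at 579 ± 27.8, PTGES3 at 539 ± 15.7 and STIP1 at 459 ± 25.2. TCP1 was at 379 ± 29.5 TPM and HSPD1 at 377 ± 49.2. HSPA9, PTGES3 and TCP1 were among the 6 of these 10 genes whose rank in the panel moved by more than its difference between replicates when CPM was used. HSP90AA1 (ENSG00000080824; chromosome 14, 102547079 to 102606036) was at 328 ± 114 TPM, with 247 in replicate 1 and 408 in replicate 2. The other 26 genes ranged down to HSPA6 at 0.050 ± 0.014 TPM.

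HSPA1B (ENSG00000204388; chromosome 6, 31795515 to 31798031) was at 361 ± 21.7 TPM, while its neighbouring copy HSPA1A (ENSG00000204389; chromosome 6, 31783320 to 31785723) was at 0.76 ± 0.41. In the reference transcripts, 73.7% of the 50-base sequences of HSPA1A are also present in HSPA1B. The posterior SD of HSPA1A was 13.3 reads on 15.5 expected counts in replicate 1, and that of HSPA1B was 13.4 reads on 14480. The level of HSPA1A is therefore uncertain, while the uncertainty is small beside the counts of HSPA1B.

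**Figure D3:**
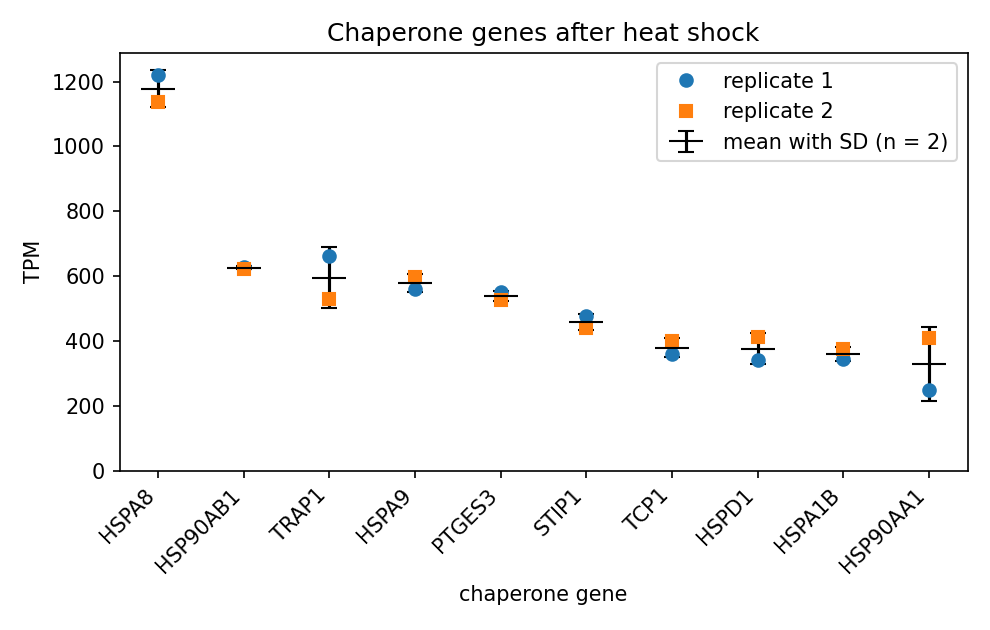
TPM (vertical axis, from 0) of the 10 chaperone genes with the highest mean, with circles for replicate 1, squares for replicate 2, and a dash and bar for the mean and SD. HSPA8 has the highest mean, 1178 TPM, and HSP90AA1 the widest spread, from 247 to 408 TPM.

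Of the 34 chaperone genes tested between the libraries, 25 passed the threshold of the exact binomial test over all genes, and 26 did when adjusted over the list alone. In direction, 11 of the 25 were higher in replicate 2. The median log2 ratio of the 34 genes was -0.0039, at percentile 95.2 among 10000 random lists matched on expression and 25.9 when matched on GC content as well. CHORDC1 (ENSG00000110172; chromosome 11, 89933597 to 89956245) had the largest log2 ratio among those with a summed count of at least 100, at 1.16, with 24.6 TPM in replicate 1 and 59.8 in replicate 2. With the GC trend removed, its log2 ratio was 0.82. HSPA4L had a log2 ratio of 0.93, or 0.42 with the GC trend removed. The 15 inducible chaperone genes held 0.188% ± 0.020 of TPM (SD, n = 2), with 11 detected. Over the 13 of them with a summed count of at least 10, the median log2 ratio was 0.15, at percentile 97.2 among such lists matched on expression and 93.3 when matched on GC content as well. All of these percentiles lay within the central 95%.

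Other panels gave the context of the cell state. All 4 genes of the heat shock factor panel were detected, with HSF1 at 118 ± 0.53 TPM, HSF2 at 24.4 ± 3.46 and HSF4 at 8.32 ± 2.21 (SD, n = 2). The panel also holds HSBP1, a gene for a protein that binds heat shock factor, at 114 ± 8.03 TPM. All 21 stress response genes were detected, led by ATF4 at 1044 ± 87.7 TPM and ASNS at 227 ± 13.0. FOS, at 2.31 ± 0.28 TPM, was the lowest of them. All 22 nucleolar and rRNA synthesis genes were detected, with NPM1 at 3245 ± 360 TPM, NCL at 1326 ± 156 and FBL at 554 ± 53.6. NOP58 had the largest log2 ratio of this panel, 0.94, with 118 TPM in replicate 1 and 231 in replicate 2, or a log2 ratio of 0.67 with the GC trend removed. Of 17 matched neuronal genes, 8 were detected, with UCHL1 at 382 ± 21 TPM and NEFM at 50.8 ± 8.03. Of 19 kidney epithelial genes, 6 were detected, with KRT18 at 52.6 ± 7.78 TPM and PODXL at 37.7 ± 0.65.

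The study reported changes of mitochondrially encoded RNAs at an earlier time after heat shock, so their share was to be measured here. Of the 37 genes on the mitochondrial chromosome in the annotation, the deposited tables list 0, and no share was computed. The highest levels in the tables instead belonged to nuclear copies of mitochondrial genes. The 394 such copies held 19.3% ± 0.31 of TPM and 8.80% ± 0.72 of expected counts (SD, n = 2). MTATP8P1 (ENSG00000240409; chromosome 1, 568915 to 569121) led the table with 41542 TPM in replicate 1 and 67833 in replicate 2. MTATP6P1 was at 33074 ± 2796 TPM, MTCO2P12 at 23821 ± 2364, MTCO3P12 at 20866 ± 2180 and MTCO1P12 at 17417 ± 1122. All of these are annotated as unprocessed pseudogenes on chromosome 1. MTND4P12, MTND2P28 and MTND4LP30 were at 8865 ± 448, 7904 ± 501 and 7715 ± 414 TPM. Identifiers with no symbol could not be counted among the copies. The other 2 of the 10 highest genes were ENSG00000269028, unnamed in the tables used, at 9554 ± 1134 TPM, and RPS2 at 7213 ± 1511 TPM. Because these copies resemble the mitochondrial genome, the genes from which their reads came are uncertain.

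The study restricted its RNA-Seq comparison to genes in contact with rDNA clusters, the arrays of ribosomal RNA genes. Of 4812 names read from its list, 4503 were matched to the tables, and 2164 of these (48.1%, exact Clopper-Pearson 95% interval 46.6% to 49.5%) were detected. Random lists matched on transcript length had a median of 41.7%, with a central 95% from 40.5% to 42.9%. This order depended on the matching. With random lists matched on biotype the median was 48.1%, and the list lay at percentile 44.2. Among protein-coding genes only, 63.2% of the list was detected against a median of 66.99%, so that the list lay below the random lists. Of the 11 contacting genes that the study names, 9 were detected. POLR2A was at 169 ± 2.37 TPM, POLR2F at 151 ± 22.6, POLE at 56.9 ± 2.53 and POLR1A at 50.3 ± 0.37 (SD, n = 2). DICER1 was at 38.03 ± 10.6 TPM and AGO3 at 12.9 ± 5.42, while PIWIL4 and PIWIL3 were at 0.23 ± 0.20 and 0.025 ± 0.007.

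Of 24 genes that the study names as jointly regulated by its higher rDNA-contacting genes, 21 were detected (87.5%, exact Clopper-Pearson 95% interval 67.6% to 97.3%). This was at percentile 99.97 of length-matched random lists, whose median was 58.3%. All 24 are protein-coding, and against length-matched lists of protein-coding genes only, chosen after seeing the data, the median was 70.8%, and the list lay at percentile 97.8, on the upper bound of the central 95%. At a TPM of at least 0.1, 21 genes passed, and the percentile among length-matched lists was 97.8, again on the upper bound. At a TPM of at least 5, 13 genes passed, and that percentile was 90.4. ELF4 was at 25.8 ± 1.26 TPM, NFATC4 at 25.6 ± 1.68, MEIS3 at 25.1 ± 0.46 and EBF4 at 20.7 ± 1.32 (SD, n = 2). The genes SCRT2, DMRTB1 and HES3 had 0 expected counts in both libraries. The zinc finger genes that the study linked to its lower genes are not analysed here.

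The lists of higher and lower genes that the study drew from comparisons including these libraries were examined for their deposited expected counts. The methods of the study name featureCounts, whereas the expected counts share multi-mapped reads. The counts given here may therefore differ from those behind its calls, above all for genes with near-identical copies. Since the lists were chosen on these samples, they are not independent evidence. All 137 matched genes of the higher list had an expected count of at least 10 in both libraries, and 116 had at least 100. Of the matched genes of the lower list, 102 had at least 10 and 69 had at least 100. The median count per library was 296 in the higher list, where counting error alone is 5.82%, and 228 in the lower list, where it is 6.63%. The highest genes of the higher list were MTATP8P1, PABPC1 at 4289 ± 33.3 TPM, MTND6P4 at 3629 ± 29.6, TRAP1 and KXD1 at 300.4 ± 22.1. In the higher list, 55.5% of all counts lay in 3 nuclear copies of mitochondrial genes. The highest genes of the lower list were BCLAF1 at 181.9 ± 94.1 TPM, MIR3648 at 124 ± 13.2, ATP5PO at 84.3 ± 4.21, BZW1 at 78.2 ± 13.4 and UCHL3 at 69.7 ± 14. BCLAF1 (ENSG00000029363; chromosome 6, 136577765 to 136610989) differed between the libraries with a log2 ratio of 1.06, or 0.44 with the GC trend removed.

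The lists were then compared between the replicates, to ask whether the libraries differed along the response that the study described. The median log2 ratio of replicate 2 over replicate 1 was 0.49 in the lower list, and 89 of its genes with a summed count of at least 10 (83.96%) were higher in replicate 2. Its percentile among 10000 random lists matched on expression was 100, where the central 95% ran from -0.08 to 0.11. With random lists matched on GC content as well, the central 95% ran from 0.20 to 0.39, and the list remained above it. The higher list had a median of -0.11 over 137 genes, with 45 higher in replicate 2 and a percentile of 0.37. With matching on GC content as well, its percentile was 20.7, within the central 95%. By the exact binomial test, 68 genes of the lower list and 51 of the higher list passed the threshold over all genes, and 71 and 49 did when adjusted over the list alone.

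The table of the whole series held 49420027 expected counts, the sum of both libraries. Its value lay within 0.5 read of that sum for 89.1% of 31373 genes with at least 1 expected count. The largest difference was 5505 reads, for MTATP8P1. Its TPM over the mean TPM of the libraries had a median of 1.00, with a 5th percentile of 0.977 and a 95th percentile of 1.03 across 16069 genes.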

Values the study reported

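The study reported that, 6 h after heat shock, 143 rDNA-contacting genes were upregulated and 117 were downregulated. Elsewhere it gave 177 downregulated genes for the same comparison. It selected 4920 genes in contact with rDNA for its RNA-Seq comparison. For the earlier time point it described incubation for 30 min at 43 °C followed by 2.5 h at 37 °C.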

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

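The removal of GC and length trends, thinning, the limit on the posterior SD, GC-matched random lists, the span-matched protein-coding comparison, the biotype, protein-coding and single-replicate comparisons of the jointly regulated genes, and the share of nuclear copies of mitochondrial genes were chosen only after the results were seen. No paired analysis was possible because the series has 1 group.

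The number of detected genes stayed within 1.5 times its main value under every alternative tried, from 10798 at a TPM of at least 5 to 21912 at a TPM of at least 0.1. Without one replicate it was 15735 or 16414. Pearson's r between the replicates moved by more than its interval across genes with pseudocounts of 0.1 and 0.01 (0.957 and 0.874), a mean TPM of at least 1 (0.974), no filter (0.989), CPM (0.993) and FPKM (0.987). The low pseudocounts give weight to genes with few reads, and for the other settings the cause was not tested. Leaving out nuclear copies of mitochondrial genes kept it within that interval. Leaving out genes of the mitochondrial genome removed no gene from any result, since the tables list none.

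The number of genes differing between the libraries, 8373, stayed within 1.5 times under library totals, DESeq2 size factors, no filter, a summed count of at least 100, thinning of replicate 2 and removal of the length trend. The replicate with more of the calls changed from replicate 1 to replicate 2 under library totals (4557 against 3511) and with the length trend (4356 against 3509), the GC trend (2760 against 2700) or both (2653 against 2516) removed. The number fell to 1039 with an absolute log2 ratio of at least 1 and to 1427 with the edgeR exact test at an assumed coefficient of variation of 0.1, of which 1319 were higher in replicate 2. It was 5460 with the GC trend removed, 5169 with the GC and length trends removed, and 3956 among the 10018 genes with a posterior SD under 0.5 read in both libraries, where fewer genes were tested. The biological coefficient of variation moved from 0.2005 to 0.239 with the median fitted dispersion of DESeq2, the cause of which was not tested, to 0.134 with the GC trend removed and to 0.129 with both trends removed.

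The chaperone share moved from 0.790% to 0.984% of expected counts and to 0.979% of TPM without nuclear copies of mitochondrial genes, where the denominator is smaller. Without one replicate it was 0.778% or 0.801%. The share of nuclear copies of mitochondrial genes was 19.3% of TPM but 8.80% of expected counts, since TPM weights short genes, and 19.1% or 19.5% without one replicate. The mitochondrial share could not be computed under any setting.

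The rDNA-contacting list lay 6.35 percentage points above the median of length-matched random lists. The difference kept its direction at other thresholds, with no matching, with matching on genomic span, and without either replicate (6.20 to 6.88). It reversed to -0.089 with matching on biotype, within the central 95%, so the excess over length-matched lists was not seen against lists of the same biotypes. It also reversed to -3.84 among protein-coding genes only and to -1.69 among those matched on genomic span, where the cause was not tested. The excess of the jointly regulated genes, 29.2 points with both libraries and without either replicate, was 25 with matching on biotype and 16.7 among protein-coding genes only, where the list lay on the bound of the central 95%. It was 16.7 at a TPM of at least 0.1, where the list again lay on the bound. At an expected count of at least 10 it was 20.8, outside the central 95%. It was 12.5 at a TPM of at least 5 and no longer outside the central 95% of random lists, the cause of which was not tested. The higher list lay below random lists matched on expression by a log2 ratio of -0.09, which became -0.021 with GC matching and -0.027 with GC and length matching, both within the central 95%. The lower list stayed outside it under every alternative tried. Values of the series table lay within 0.5 read of replicate 1 alone for 7.78% of genes and of replicate 2 alone for 13.0%, against 89.1% for the sum.

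Of the ranks of single genes within a panel, 57 stayed within their difference between the replicates or 1 place by CPM, and 27 did not, since CPM is not scaled to length. Ranks by FPKM are no separate check, since FPKM and TPM give the same order within a library. With 2 libraries, a value without either replicate always lies within 1 SD of the mean, so it does not show that a level or a share is stable. Depth limits what a count of 0 can show to the 3 counts given for each library. Whether depth accounts for the 1773 genes detected in 1 library only was not tested.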

Other observations

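The tests of GC content, length, depth, shared reads, response size and mitochondrial identity were chosen only after the result was seen.

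The replicates differed beyond counting noise for 42.5% of genes. With replicate 2 thinned to the total of replicate 1, 41.95% of genes still passed, but the test already scales each library, so thinning decides nothing about sequencing depth. Among genes whose posterior SD was under 0.5 read in both libraries, 39.5% passed. Removal of the trend with transcript length left 40.9% of genes past the threshold, and removal of the trend with GC content left 28.4%. The 39.5% argues against shared reads as the cause among the genes it covers, where sharing left little uncertainty. The 40.9%, against 42.9% of the same genes with no trend removed, argues against the length trend as the whole cause. Removal of the length trend took out 6.53% of the variance of the log2 ratio. A part from shared reads or length stays open. The share for GC content does not decide. Ordinary variation between separately prepared replicates exceeds counting noise as well and was not measured apart from these explanations. Removal of the GC trend took out 44.4% of the variance of the log2 ratio. A candidate explanation for that part is a difference in library preparation or RNA quality that acts on GC content, which the labels do not record. A heat-shock response of different size in the replicates stays open. The higher list was at percentile 15.3 among random lists matched on expression, GC content and length, while the lower list was at percentile 100, and both lists were chosen on these libraries. The inducible chaperone panel, which was not chosen on these libraries, had a median log2 ratio of 0.15, towards replicate 2, whereas the lower values of the lower list in replicate 1 would go with a larger response in that replicate. The panel lay within the central 95%, at percentile 97.2, or 93.3 with GC matching, so it does not decide either. The place of the higher list within the central 95% goes against this explanation, but it does not decide, because the lists are not independent of these libraries, and the median ratios of both lists were known when the test was chosen. A test of reads shared between HSPA1A and HSPA1B was also run and is not counted among these tests, since its value had been seen.

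The lower list of the study was shifted towards replicate 2 by a median log2 ratio of 0.49. Its members had a median GC content of 42.2%, against 50.1% for random lists matched on expression. GC content as the whole cause is argued against, since the list was at percentile 99.96 among random lists matched on expression and GC content, whose median was 0.29. That median is a large part of the shift. A gene that was low in replicate 1 for a technical reason may have been more readily called lower against untreated cells, and this selection was not tested because those libraries are not analysed here.

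Nuclear copies of mitochondrial genes held 19.3% of TPM in tables that list no gene of the mitochondrial genome. A candidate explanation is that reads from mitochondrial transcripts were assigned to them. Across 394 copies, TPM in replicate 1 rose with the percent of 50-base sequences identical to the mitochondrial genome, with a Spearman's rho of 0.446, and of 0.405 in replicate 2. The 19 copies with any identical sequence held 90.02% and 94.2% of the TPM of all copies in the 2 libraries, and the median TPM of the 375 others was 0. Exceptions were MTND4LP30 and MTATP8P2, with 0% identical sequence and 7715 and 6520 TPM. MTATP8P2 was at 9998 TPM in replicate 1 and 3043 in replicate 2, while MTATP8P1 was higher in replicate 2. The study's higher list holds MTATP8P1, MTND6P4 and MTND6P3. Their place in it may reflect mitochondrial transcripts, but the values here cannot show it. The methods of the study name featureCounts rather than the quantifier of these values. The study also reported changes of mitochondrially encoded RNAs, at an earlier time. No biological explanation of this share was tested.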
